A study of Mus musculus with 12 samples.

How the data were processed

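Polyadenylated RNA was sequenced from 12 cultures of mouse fetal liver alveolar-like macrophages (FLAMs), cells grown from fetal liver in the growth factor GM-CSF at 30 ng/ml. Per the labels, the cells were kept with or without recombinant human TGFβ1 at 20 ng/ml, and with or without the TLR2 ligand Pam3CSK4 (Pam3) at 25 ng/ml for 18 h. These choices give 4 groups (untreated, TGFβ, Pam3, Pam3+TGFβ) of 3 libraries each, taken from the titles of the samples.

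Per the labels' protocols, libraries were made with a stranded mRNA kit and pooled and sequenced on a NovaSeq instrument. The stated read format is paired ends of 150 bases, while the stated reagent kit has 100 cycles, so the read length is uncertain. Per the labels' protocols, the authors checked reads with FastQC 0.11.7, aligned them to GRCm39 with Bowtie2 2.4.1 at default settings, counted them with featureCounts from Subread 2.0.0, and tested differential expression with DESeq2 1.36.0 in R 4.2.1. The annotation, strand setting and treatment of multiply aligned reads in counting are not stated there. Bowtie2 does not split a read over an intron, so reads that cross exon junctions can be lost or placed on intronless copies of a gene.

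The deposited counts are whole numbers of reads per gene symbol, with 40847 rows, of which 17090 hold no count in any library. The deposited normalized values, a signal scaled by the authors, equal the raw count divided by a constant per library. That constant was 1.184 to 1.197 times the median-of-ratios factor computed from these 12 libraries, so it differs from it by nearly the same ratio in each library. The raw counts were used for all main tests, and the normalized values only for an alternative. Library totals ran from 34036650 to 44374115 counts, a ratio of 1.3. Every pair of replicates differed by more than sampling noise (chi-square per degree of freedom from 9.99 to 220 over genes with at least 20 counts in sum), so no library appeared to be present more than once. The reads carry no molecular identifiers, so counting floors cover counting error only.

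Genes were kept with filterByExpr of edgeR at its minimum count of 10, which left 14749 genes. Libraries were scaled with TMM. The quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (robust option) was fitted to all 12 libraries with 4 group means and no covariate. The 5 contrasts were the Pam3 response without TGFβ, the Pam3 response with TGFβ, the TGFβ effect without Pam3, the TGFβ effect with Pam3, and the interaction, which is the Pam3 response with TGFβ minus that without it. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all tested genes. Each adjusted p of a gene in the text comes from this test unless another is named. The standard error (SE) of a log2 fold change was computed as its size divided by the square root of the F statistic. Levels are CPM, the count rate of edgeR with TMM-scaled library sizes, as mean ± SD. Where all libraries of a group had 3 counts or fewer, a fold is given as a lower bound against that floor.

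Gene lists for 8 subjects were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 35 pairs of list and contrast. The type I interferon list had no gene past the filter and enters no list test. No gene belongs to more than 1 list. Fry and camera with an estimated correlation were alternatives. The contrasts, lists, tests, most alternatives and the rule for naming genes were fixed before the data were examined. The rule names, for each contrast and direction, up to 4 called genes with the largest change, at least 10 counts in every library of the higher group and no overlap between the groups compared, skipping symbols without a gene name. It also names up to 5 members of each list with the largest interaction, and Ifnb1, Tlr2, Cxcl10, Tnf, Il6 and Pparg. Part of the genes it picks are described, and the others are not reported.

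Alternatives were DESeq2-type size factors and upper-quartile scaling in edgeR, DESeq2 1.42.0, limma-trend on log2 of the authors' normalized values plus 1, no filter, at least 10 counts in every library, a replicate block, a minimum log2 fold change of 1, fits of the 6 libraries compared, offsets for GC content and gene length, and leaving out each library. A covariate for RNAs without poly(A) tails, protein-coding genes alone, and the GC and length offsets for gene lists were added after the data were seen. Gene positions, exon numbers, GC content and lengths come from the GENCODE M39 annotation of GRCm39, the build the authors used, and were matched by symbol for 32655 of the 40847 rows and for 92.6% of the tested genes.

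The procedure was tested on simulated counts drawn from the means and library sizes of these libraries, with 200 of 14434 genes changed in Pam3+TGFβ. The interaction test called 184 of them (92%), and 17 of its 201 calls (8.46%) were unchanged genes, which is above the nominal 5% rate. In simulated lists of 50 genes, all 20 lists shifted by 0.5 had an unadjusted camera p under 0.05, as had 1 of 40 unchanged lists. The simulated genes were drawn independently of each other. These rates therefore do not hold for lists of genes that vary together.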

Results

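The series measured mRNA in FLAMs to ask whether TGFβ changes how these cells answer TLR2 activation, in particular for type I interferon. TGFβ and Pam3 were applied alone and together, which gives 4 groups of 3 libraries. The untreated libraries held 37275475, 41915315 and 36656678 counts, the TGFβ libraries 34036650, 36157403 and 36481259, the Pam3 libraries 39608027, 40216467 and 34443099, and the Pam3+TGFβ libraries 34417460, 37380605 and 44374115. In a principal component analysis of log2 CPM, the first component (52.2% of the variance) separated the libraries with TGFβ from those without, and the second component (20.5%) separated libraries with Pam3 from those without within each TGFβ condition.

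The Pam3 response was first measured in cells without TGFβ. Of 14749 tested genes, 2697 were called, 1419 higher and 1278 lower with Pam3, and 287 of them changed by at least 1 on the log2 scale (228 higher, 59 lower). More genes were called lower than higher with upper-quartile scaling (1299 higher, 1495 lower) and without untreated replicate 3 (1321 higher, 1348 lower). The alternative that moved this count most, apart from the minimum fold change, left out Pam3 replicate 1 and gave 1965 genes. Among genes picked by the rule, Lcn2 (chromosome 2, 32274645 to 32278264, minus strand of GRCm39, protein-coding) rose from 0.14 ± 0.176 to 7.4 ± 0.397 CPM (SD, n = 3), a log2 fold change of 5.77 (SE 0.411, adjusted p 1.07e-09), which was 7.49 without untreated replicate 3. Il1f6 was at or under 3 counts in the untreated libraries and at least 11.8-fold higher with Pam3. Among the named genes that fell, Cep295nl, Ivl and Galr2 had adjusted p values of 0.0488, 0.0475 and 0.0446, and each lost its call under another setting (0.0502 with DESeq2-type size factors, 0.0689 with a replicate block and 0.0957 without a filter).

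In cells with TGFβ, Pam3 changed 5678 genes, 3008 higher and 2670 lower, of which 1108 changed by at least 1 on the log2 scale (769 higher, 339 lower). Upper-quartile scaling split the calls differently, with 2477 higher and 3489 lower. Cxcl10 (chromosome 5, 92494497 to 92496748, minus strand) rose from 0.518 ± 0.432 CPM with TGFβ to 244 ± 26 CPM with Pam3+TGFβ (SD, n = 3), a log2 fold change of 8.84 (SE 0.355, adjusted p 6.55e-08), which was 9.79 without TGFβ replicate 2. Adora2a had no count in the TGFβ libraries and was at least 19.8-fold higher with Pam3+TGFβ. Its level there was 1.64 ± 0.153 CPM, against 2.01 ± 0.459 CPM with Pam3 alone (SD, n = 3). Apol9a and Il23r, also without a count in the TGFβ libraries, were at least 14.7-fold and at least 12.9-fold higher. Apol9a has close paralogs, so its counts are uncertain. Hpgd fell by 3.11 on the log2 scale (SE 0.282, adjusted p 1.37e-09), from 6.11 ± 1.24 to 0.691 ± 0.329 CPM (SD, n = 3).

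Both Pam3 responses shared 2147 called genes, of which 2079 changed in the same direction and 68 in opposite directions. A further 3531 genes were called only with TGFβ and 550 only without it. Across the 14749 genes, which are not independent replicates, the log2 fold changes of the responses had a Pearson r of 0.49 and a Spearman rho of 0.48. These responses share no library. A call in only 1 response does not show a difference, which the interaction tests directly.

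The interaction was called for 2352 genes, 1516 with a higher and 836 with a lower Pam3 response in the presence of TGFβ. Of these, 479 had an interaction of at least 1 in size on the log2 scale (385 higher, 94 lower). Upper-quartile scaling gave 1255 higher and 1097 lower. Among the 2147 genes called in both responses, 945 had a called interaction, against 1224 of the 3531 called only with TGFβ and 118 of the 550 called only without it. Cxcl10 had an interaction of 6.57 (SE 0.526, adjusted p 3.44e-05), which was 7.52 without TGFβ replicate 2. Cxcl3 (chromosome 5, 90933962 to 90937459, plus strand) had an interaction of 5.81 (SE 0.42, adjusted p 1.75e-05), and Acod1 (chromosome 14, 103284413 to 103294009, plus strand) of 5.41 (SE 0.379, adjusted p 7.69e-06). Most of the interaction of Cxcl3 and Acod1 came from a lower level with TGFβ without Pam3 (log2 fold changes of -4.78 and -4.16). With Pam3, TGFβ raised them by 1.03 and 1.25. For Cxcl10 the TGFβ effects were -2.18 without and 4.39 with Pam3. Arhgef17 had a lower Pam3 response with TGFβ, by -2.38 (SE 0.565, adjusted p 0.00383). The interaction of Lcn2 was -2.05 (SE 0.642, adjusted p 0.0334), -3.76 without untreated replicate 3, and not called in 8 of the 12 fits that left out a library.

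**Figure D1:**
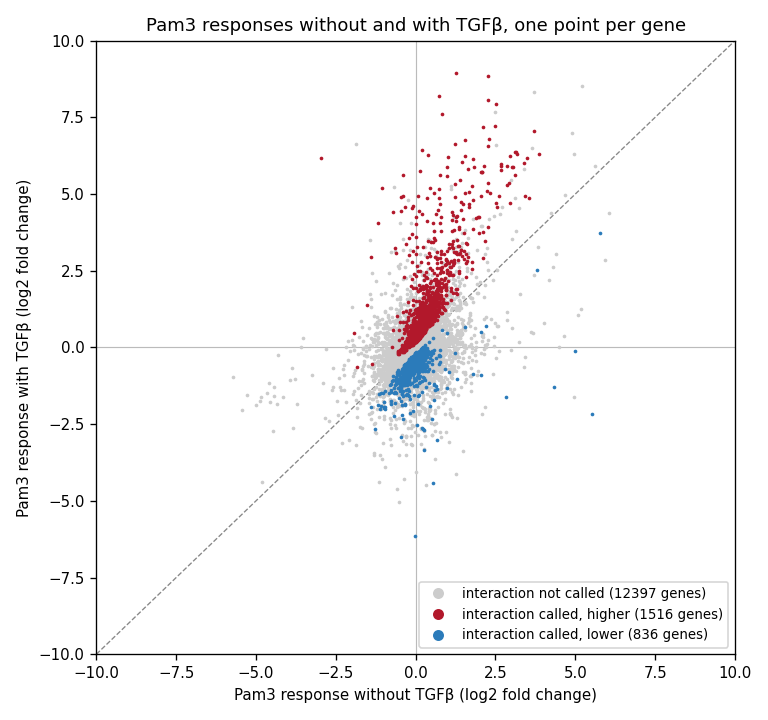
Log2 fold changes of the 14749 tested genes with Pam3, without TGFβ on the x axis and with TGFβ on the y axis; the dashed line marks equal responses. Points are genes, in red where the interaction was called higher (1516), in blue where it was called lower (836), and in grey otherwise; red points lie above the line and blue points below it.

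The level after Pam3 was compared between cells with and without TGFβ for the genes called in the interaction. Of the 1516 with a higher response, 677 were called higher with TGFβ in the presence of Pam3, 462 were called lower and 377 were not called, while 1056 had a called decrease with TGFβ in the absence of Pam3. Of the 836 with a lower response, 318 were called lower with TGFβ in the presence of Pam3 and 234 were called higher. Of these 836, 560 had a called increase with TGFβ in the absence of Pam3. The fitted level with Pam3 was higher with TGFβ for 58% of the 1516. Because this comparison and the interaction share libraries, unchanged groups were simulated, and on average 92.6% of the 1516 genes highest in the simulated interaction had a higher level (84.4% to 97.4% over 20 simulations). The simulated groups had equal means, whereas 1056 of the real genes had a called decrease with TGFβ without Pam3. The simulated share shows what shared libraries alone can produce, and the 58% cannot be judged against it.

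TGFβ by itself had the largest number of calls among the 5 contrasts. Without Pam3 it changed 7518 genes, 3377 higher and 4141 lower, of which 1987 changed by at least 1 on the log2 scale (726 higher, 1261 lower). The excess of lower calls was smaller with upper-quartile scaling (3728 higher, 3842 lower) and with at least 10 counts in every library (3398 higher, 3515 lower). With Pam3 it changed 6679 genes, 3165 higher and 3514 lower, of which 1762 changed by at least 1 (690 higher, 1072 lower). With at least 10 counts in every library, this split reversed to 3261 higher and 2903 lower. In both conditions 5169 genes were called, 4894 in the same direction and 275 in opposite directions. The log2 fold changes across genes had a Pearson r of 0.77 and a Spearman rho of 0.67. Krt79 (chromosome 15, 101837767 to 101848759, minus strand) rose with TGFβ from 0.147 ± 0.0625 to 52.5 ± 1.62 CPM without Pam3 and from 0.138 ± 0.138 to 39 ± 3.78 CPM with Pam3 (SD, n = 3), with log2 fold changes of 8.44 (SE 0.204, adjusted p 2.82e-19) and 8.09 (SE 0.211, adjusted p 1.49e-18), the latter 9.34 without Pam3 replicate 2. Spsb1 rose by 7.53 (SE 0.152, adjusted p 7.11e-23) without Pam3. Several genes had no count in the TGFβ libraries. Nes (chromosome 3, 87878385 to 87887758, plus strand) was at least 189-fold lower, Eef1a2 at least 127-fold lower, Serpinb10 at least 89.2-fold lower and Lrrc32 at least 83.9-fold lower. In the presence of Pam3, Serpinb10 was at least 78.6-fold lower with TGFβ.

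Lists of genes fixed in advance were tested as sets. The 63 tested interferon-stimulated genes, of 64 listed, had a median log2 fold change of 1.479 with Pam3 without TGFβ (camera adjusted p 7.8e-155) and 3.774 with TGFβ (adjusted p 7.4e-145). The interaction had a median of 1.752 (adjusted p 1.24e-139), and 63 of 63 genes had a positive value. Of these genes, 60 were called higher and 0 lower in the interaction over all genes tested, and 62 were called when adjusted over the list alone. The TGFβ effect on this list was -0.499 without Pam3 (adjusted p 1.93e-05) and 1.387 with Pam3 (adjusted p 1.74e-38). Under an estimated correlation, the TGFβ effect without Pam3 was no longer called (adjusted p 0.446, the highest over the alternatives, whose lowest was 1.92e-08). The TGFβ effect with Pam3 was still called there, at an adjusted p of 0.0263. The interaction median ran from 1.644 to 1.853 when a library was left out, and from 1.705 to 1.762 under the other alternatives, with adjusted p no higher than 0.00256.

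The 43 tested inflammatory TLR target genes, of 48 listed, had medians of 0.751 with Pam3 without TGFβ (camera adjusted p 7.12e-41) and 3.302 with TGFβ (adjusted p 6.89e-66), and an interaction of 1.972 (adjusted p 9.36e-72). In the interaction 36 were called higher and 2 lower, and 39 were called when adjusted over the list alone. With the 4 genes at the count floor set to their bound, the medians were 2.919 with TGFβ and 1.73 for the interaction. TGFβ without Pam3 gave a median of -1.709 (adjusted p 5.98e-19), or -1.351 with genes at their bound. For the median of -1.709, camera with an estimated correlation gave an adjusted p of 0.048, just under the threshold. Over the alternatives that left out no library, this median ran from -1.715 to -1.06. That of the Pam3 response with TGFβ ran from 1.994 to 3.311. TGFβ with Pam3 gave a median of 0.09 (adjusted p 0.29), with 21 genes called higher and 12 lower. The median level of the list relative to untreated cells was nonetheless 0.74 ± 0.068 with Pam3 and 1.27 ± 0.045 with Pam3+TGFβ (SD, n = 3), since a median over differences need not equal a difference of medians. With at least 10 counts in every library, the TGFβ effect with Pam3 had a median of 0.604. When a library was left out, it ran from -0.021 (without Pam3+TGFβ replicate 1) to 0.426. Its adjusted p ran from 0.00618, with that minimum count, to 0.823 over the alternatives, and from 0.0912 to 0.484 when a library was left out. The difference between this list and the interferon-stimulated genes in the TGFβ effect with Pam3 was 1.3 on the log2 scale (two-sided permutation test of genes between lists, p = 1e-05, the smallest that 100000 permutations can give), and genes are not independent replicates. The interferon-stimulated median ran from 1.259 to 1.411 when a library was left out and from 1.296 to 1.4 under the other alternatives. The difference is therefore smaller under the settings that raised the inflammatory median to 0.426 or 0.604.

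**Figure D2:**
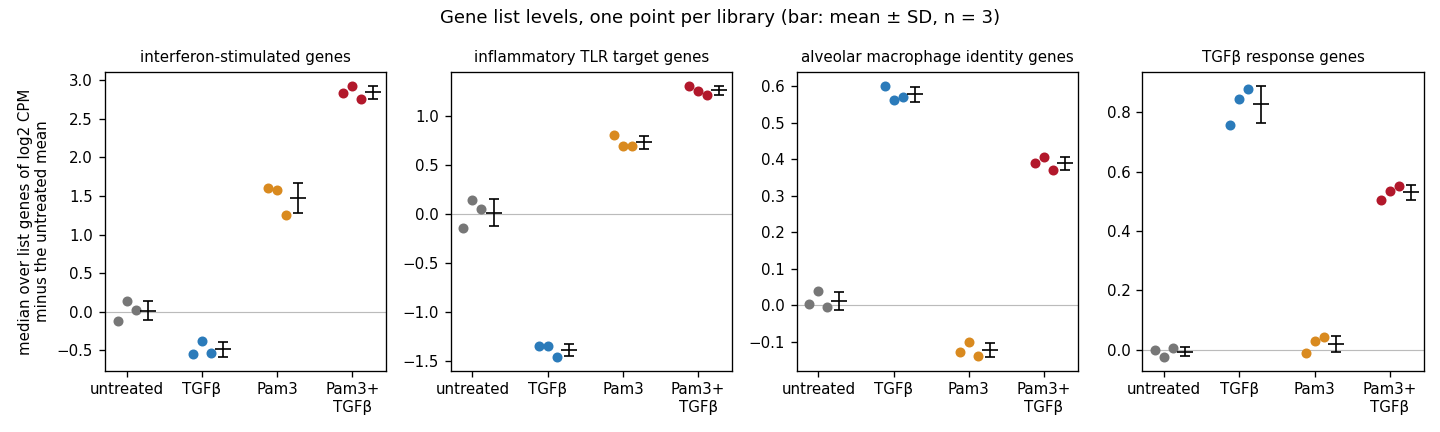
For each library, the median over the genes of a list of log2 CPM minus the untreated mean (y axis), by group (x axis); points are libraries and bars are mean ± SD (n = 3). Interferon-stimulated genes lie at 1.48 with Pam3 and 2.84 with Pam3+TGFβ on average.

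For the other lists, the interaction medians were 0.223 for 35 TLR2 and interferon sensing genes (camera adjusted p 5.25e-08, 17 called higher and 2 lower, 21 called when adjusted over the list alone) and 0.194 for 23 of 24 glycolysis genes (adjusted p 0.000364, 10 higher and 1 lower, 12 when adjusted over the list alone). An estimated correlation kept the call for the sensing genes (adjusted p 0.0059, the highest over the alternatives, whose lowest was 2.2e-11) and not for glycolysis (adjusted p 0.306, the highest, against a lowest of 3.04e-06). Without Pam3+TGFβ replicate 1 the median of the sensing genes was 0.144, still called. The interaction was not called for 39 alveolar macrophage identity genes (-0.068, or -0.038 with 1 gene at its count bound, adjusted p 0.0916), 32 of 38 TGFβ response genes (-0.123, adjusted p 0.195) or 60 oxidative phosphorylation genes (0.076, adjusted p 0.599). TGFβ without Pam3 raised the identity genes by a median of 0.562 (adjusted p 0.000316) and the TGFβ response genes by 0.828 (adjusted p 1.7e-05), and with Pam3 by 0.598 (adjusted p 0.00585) and 0.526 (adjusted p 4.42e-05). Members went both ways. Of the identity genes, 23 were called higher and 14 lower without Pam3, and 22 and 16 with it. Of the TGFβ response genes, 19 were called higher and 11 lower without Pam3, and 18 and 10 with it. The calls for these lists held under fry and under an estimated correlation. For the identity genes with Pam3, the latter gave an adjusted p of 0.039.

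Individual genes fixed in advance followed different courses. Tlr2 (chromosome 3, 83743576 to 83749074, minus strand) stood at 454 ± 28.2 CPM in untreated cells, 324 ± 14.3 with TGFβ, 594 ± 21.5 with Pam3 and 1040 ± 33 with both (SD, n = 3), an interaction of 1.3 (SE 0.0763, adjusted p 3.67e-12). Tnf (chromosome 17, 35418357 to 35420983, minus strand) stood at 65.2 ± 9.69, 19.7 ± 1.3, 145 ± 4.99 and 217 ± 16.3 CPM in the same order (SD, n = 3), an interaction of 2.31 (SE 0.12, adjusted p 1.79e-10). Il6 (chromosome 5, 30218112 to 30224979, plus strand) stood at 1.38 ± 0.562, 0.08 ± 0.0505, 6.04 ± 0.832 and 11.9 ± 2.97 CPM (SD, n = 3), an interaction of 5.06 (SE 0.516, adjusted p 3.2e-07). The TGFβ effect with Pam3 was 0.81 for Tlr2 (adjusted p 2.65e-12), 0.58 for Tnf (adjusted p 1.14e-05) and 0.97 for Il6 (adjusted p 0.000592). Pparg (chromosome 6, 115337675 to 115468268, plus strand) stood at 117 ± 3.95, 225 ± 4.03, 89.1 ± 2.33 and 172 ± 3.92 CPM (SD, n = 3). It changed by -0.39 with Pam3 in both conditions (adjusted p 4.09e-07 without and 8.13e-08 with TGFβ), and its interaction was 0 (adjusted p 0.993).

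**Figure D3:**
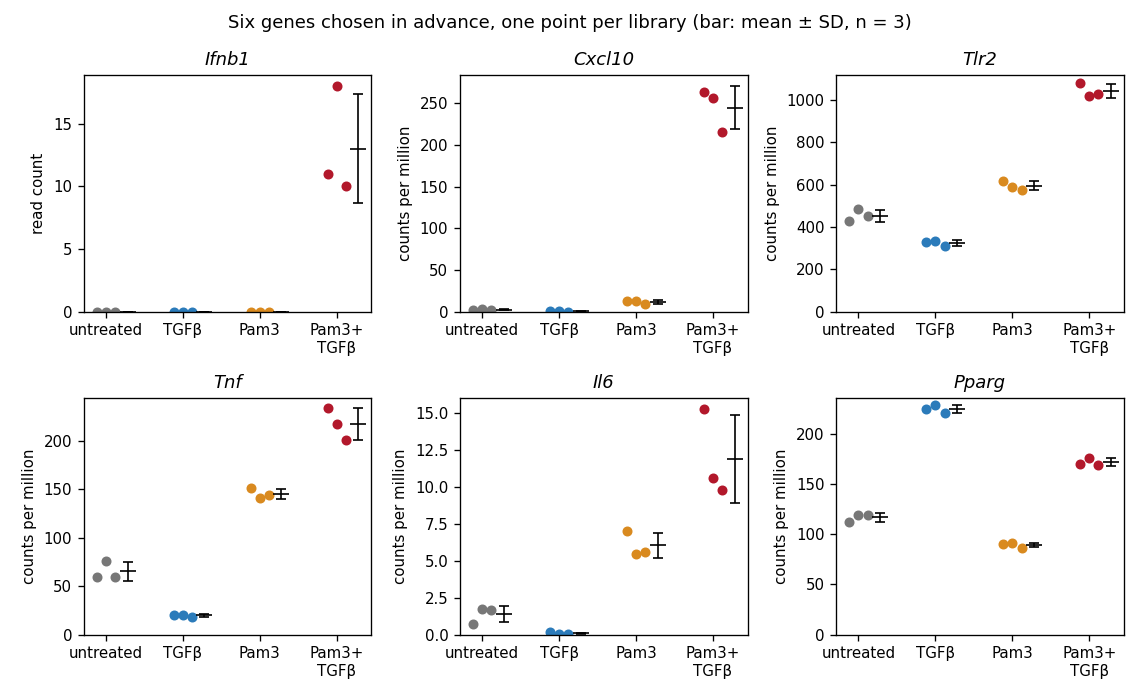
Levels of 6 genes by group (x axis), as read counts for Ifnb1 and as CPM for the others (y axis, from 0); points are libraries and bars are mean ± SD (n = 3). Cxcl10 averages 244 CPM with Pam3+TGFβ and 11.6 CPM with Pam3.

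Ifnb1 (chromosome 4, 88440262 to 88441011, minus strand, 1 exon) had 11, 18 and 10 counts in the Pam3+TGFβ libraries and 0 counts in each of the 9 other libraries, where 3 counts is the level that a count of 0 allows. It was at least 3.59-fold higher in Pam3+TGFβ than in Pam3 and at least 4.13-fold higher than in TGFβ. It did not pass the count filter. In the edgeR fit without a filter, its adjusted p was 0.00246 for the Pam3 response with TGFβ and 0.00238 for the TGFβ effect with Pam3. The interaction had an adjusted p of 1 in that fit. With 0 counts in all libraries of the other groups, a log2 interaction cannot be estimated, so this value decides nothing. The 13 Ifna genes had 0 counts in all 12 libraries, so no expression was detected, and low expression and reads discarded in counting because they match several of these genes were not separated. Ifnk had 5, 1 and 5 counts in the Pam3 libraries and 2, 10 and 12 in the Pam3+TGFβ libraries, and its interaction without a filter had an adjusted p of 0.579.

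Within the lists, paralogs limit some values. The interferon-inducible genes Ifi203, Ifi205 and Ifi211 are neighbours on chromosome 1, and Ear1 belongs to a family of similar genes, so shared reads could move counts between members. Ifi203 fell with TGFβ from 64.1 ± 5.82 to 1.98 ± 0.66 CPM and stood at 109 ± 13.8 with Pam3 and 98 ± 7.47 with Pam3+TGFβ (SD, n = 3), a TGFβ effect with Pam3 of -0.16 (adjusted p 0.37). Ccl2 stood at 64.5 ± 5.23 CPM in untreated cells, 0.123 ± 0.0556 with TGFβ, 70.7 ± 2.17 with Pam3 and 6.71 ± 0.736 with both (SD, n = 3). Its interaction was 5.6 (SE 0.217, adjusted p 4.93e-15), although its level with both was below that with Pam3 (log2 fold change -3.4, adjusted p 1.61e-20). Marco stood at 2150 ± 266 CPM in untreated cells (SD, n = 3) and fell by 4.12 on the log2 scale with TGFβ (SE 0.0781, adjusted p 7.11e-23), and Siglecf rose from 32.1 ± 2.1 to 300 ± 9.99 CPM (SD, n = 3).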

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

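The tests on other splits were written down before their own results were seen, though after some counts had been looked at. So were those on exon structure, GC content and gene length for the interferon-stimulated genes. The contrasts, the list tests and the estimated correlation were fixed before the data were examined. All other tests in this part were chosen after the result was seen. Each result here, apart from Ifnb1, stands out because the Pam3 response differed between cells with and without TGFβ in the test of the interaction.

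The interaction was called for 2352 genes. When the TGFβ label was reassigned within the Pam3 libraries and within the libraries without Pam3, 4 of 100 assignments (drawn from 200, the real assignment included) gave as many calls. The other 3 gave 2361 to 2988 calls, and each exchanged the label of 4 of the 6 Pam3 libraries and of no other library, so that the large effect of TGFβ itself enters the contrast. For the contrasts of 3 libraries with 3, refitted on those 6 libraries, 1 of 10 splits of the 6 libraries, the real split, gave as many calls in the Pam3 response without TGFβ, in the Pam3 response with TGFβ, in the TGFβ effect without Pam3 and in the TGFβ effect with Pam3. The real splits gave 2313, 6135, 7094 and 6967 calls in this order, and no other split of the 4 contrasts gave more than 25. With 10 splits no share under 0.1 can be reached, so the share alone does not decide. Carry-over of RNAs without poly(A) tails differed between libraries, and with its log2 share as a covariate 2106 genes were called, 2027 of them among the 2352. This argues against carry-over as the cause of most calls. In simulated data 8.46% of the interaction calls were false, so part of the 2352 calls stays open.

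The interferon-stimulated genes had a median interaction of 1.752. Offsets for GC content and gene length gave 1.732, and the covariate for RNAs without poly(A) tails gave 1.705, which argues against those trends. Among 10000 random lists matched on the share of read positions inside a single exon, computed for an assumed read length of 150 bases, the highest median was 0.184. At that length, this argues against loss of reads across exon junctions. A baseline lowered by TGFβ with no higher level after Pam3 is excluded for this list by the TGFβ effect with Pam3, whose median was 1.387 with 55 genes called higher and 2 lower. Camera with an estimated correlation gave this effect an adjusted p of 0.0263. A higher interferon response to TLR2 activation in the presence of TGFβ remains as a hypothesis, found and tested on these data. A response that differs in timing is also open, because a single time of 18 h was sampled.

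The inflammatory TLR target genes had a median interaction of 1.972. The TGFβ effect with Pam3 had a median of 0.09, near 0, but its members went both ways, with 21 of 43 called higher and 12 lower. For the list as a set, a lowered baseline alone and a higher level after Pam3 therefore cannot be told apart, since a median over members that go both ways does not decide. For Ccl2 the level after Pam3 was lower with TGFβ, and for Il6 it was higher.

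The TLR2 and interferon sensing genes had a median interaction of 0.223 and the glycolysis genes of 0.194. The call for glycolysis was not kept under an estimated correlation. With offsets for GC content and gene length the medians were 0.22 for the sensing genes and 0.175 for glycolysis, and with the covariate for RNAs without poly(A) tails 0.183 and 0.199, all still called. This argues against those trends as the whole cause. TGFβ without Pam3 gave medians of -0.364 for the sensing genes and -0.23 for glycolysis, the latter not called, and TGFβ with Pam3 gave 0.018 and -0.016. With Pam3, 15 sensing genes were called higher and 14 lower, and 8 glycolysis genes each way. A lowered baseline alone and a higher level after Pam3 therefore cannot be told apart for these lists, since their members go both ways.

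Among named genes, Gem (interaction 9.14), Fabp1 (interaction -1.27) and Tgfbr1 (interaction -0.57) had called Pam3 responses in opposite directions with and without TGFβ. Gem had at most 2 counts in each TGFβ and Pam3 library, so its size depends on the fit. Against the count floor it was at least 2.54-fold lower with Pam3 without TGFβ and at least 10.4-fold higher with Pam3 in the presence of TGFβ. No technical explanation was tested for single genes.

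Ifnb1 had 39 counts in all in the Pam3+TGFβ libraries and 0 counts in the 9 others. It stands out as a signal outside the tested genes that is above the level in the untreated libraries. Genomic DNA in the RNA would also place reads on the neighbouring intronless Ifna genes, which had 0 counts in these libraries, although reads shared among the Ifna genes may have been left out in counting. Depth does not separate the groups, since the Pam3+TGFβ libraries held 34417460, 37380605 and 44374115 counts and the others 34036650 to 41915315. Induction of Ifnb1 by Pam3 in the presence of TGFβ remains as a hypothesis, at a level near the limit of these libraries. Genomic DNA is not excluded, because the Ifna counts cannot decide if shared reads were left out.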

How the results depend on the processing

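All counts of called genes stayed within 1.5 times their value under the alternatives except a minimum log2 fold change of 1, which by construction left 287 genes for the Pam3 response without TGFβ, 1108 with TGFβ, 1987 for the TGFβ effect without Pam3, 1762 with Pam3 and 479 for the interaction. Leaving out each library gave 1965 to 2729, 4856 to 5164, 6923 to 7347, 5984 to 6157 and 1902 to 2430 genes in the same order. DESeq2 gave 2928, 5828, 7614, 6796 and 2577. GC and length offsets gave 2874 interaction calls, 2256 of them among the 2352, and 2899 with the replicate block. Upper-quartile scaling kept the interaction count at 2352, with 2091 shared genes, and moved the split to 1255 higher and 1097 lower, against 1516 and 836. For the Pam3 response with TGFβ it gave 2477 higher and 3489 lower, against 3008 and 2670.

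Over 18 pairs of libraries with the same replicate number, the correlation of their deviations ran from -0.174 to 0.3, with 7 over 0.1. Its median was 0.062, against -0.058 for pairs with different numbers. Over 12079 protein-coding genes without histone genes, it ran from -0.068 to 0.039, and over the 2670 other tested genes from -0.292 to 0.435. The numbers were not treated as pairs, because libraries with the same number did not deviate together in the protein-coding genes. For the other tested genes this stays open. With a replicate block, 2751, 5714, 7562, 6736 and 2393 genes were called, and 2183 in both Pam3 responses. With the block, the TGFβ effect without Pam3 on oxidative phosphorylation genes (-0.224) lost its call, and its adjusted p values over the alternatives ran from 3.17e-05 to 0.748.

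The Pam3, TGFβ and interaction medians of interferon-stimulated and inflammatory genes kept their direction and call under the scalings and filters tried, except as follows. With an estimated correlation the TGFβ effect without Pam3 on interferon-stimulated genes (-0.499) lost its call, as did the Pam3 response without TGFβ of sensing genes (0.07), glycolysis (0.081) and oxidative phosphorylation (-0.073), the Pam3 response with TGFβ of glycolysis (0.356), the TGFβ effect without Pam3 on oxidative phosphorylation (-0.229) and the interaction of glycolysis (0.194). A minimum of 10 counts in every library, which tests fewer genes, raised the inflammatory TGFβ effect with Pam3 to 0.604 and gave calls to glycolysis without Pam3 (-0.209), oxidative phosphorylation with Pam3 (-0.138) and the identity genes' interaction (-0.065). It turned glycolysis with Pam3 to 0.008, as did no filter (0.016). No filter also gave calls to the identity genes' Pam3 response without TGFβ (-0.108), glycolysis without Pam3 (-0.26) and oxidative phosphorylation with Pam3 (-0.151), and upper-quartile scaling to the last (-0.175). Fry removed the call of oxidative phosphorylation for Pam3 without TGFβ (-0.073) and added those of the identity genes for Pam3 without TGFβ (-0.106) and for the interaction (-0.068), TGFβ response genes for Pam3 with TGFβ (-0.096) and the interaction (-0.123), glycolysis without Pam3 (-0.23), sensing genes with Pam3 (0.018) and oxidative phosphorylation with Pam3 (-0.161). The covariate for RNAs without poly(A) tails, chosen after seeing the data, removed oxidative phosphorylation for Pam3 without TGFβ (-0.048) and for TGFβ without Pam3 (-0.221). Apart from the smaller sets of tested genes, the cause was not tested.

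Leaving out each library changed a call or a direction for these medians: TGFβ response genes, Pam3 without TGFβ, 0 to 0.059 (0 without untreated replicate 1 and without Pam3 replicate 3, against 0.038); glycolysis, Pam3 without TGFβ, 0.055 to 0.141 (0.055 without untreated replicate 3); oxidative phosphorylation, Pam3 without TGFβ, -0.121 to -0.006 (-0.006 without untreated replicate 2, -0.032 without Pam3 replicate 3). For TGFβ without Pam3, glycolysis ran from -0.29 to -0.191 (called without untreated replicate 3 and without TGFβ replicate 1) and oxidative phosphorylation from -0.307 to -0.172 (not called without untreated replicate 1, -0.218, or TGFβ replicate 2, -0.216). For TGFβ with Pam3, inflammatory genes ran from -0.021 (without Pam3+TGFβ replicate 1) to 0.426, glycolysis from -0.032 to 0.056 and oxidative phosphorylation from -0.187 to -0.125 (called without Pam3 replicate 3 and without Pam3+TGFβ replicate 2). Glycolysis was positive without Pam3 replicates 1 (0.032) and 3 (0.037) and without Pam3+TGFβ replicates 1 (0.003) and 2 (0.056). The identity genes' interaction ran from -0.09 to -0.029 (called without TGFβ replicate 3, and -0.029 without untreated replicate 3 or Pam3 replicate 3). That of oxidative phosphorylation genes ran from 0.007 (without untreated replicate 2) to 0.125 (without untreated replicate 3) and was not called in any of the 12 fits. The cause was not tested.

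Named genes lost a call in 8 combinations of a value and an alternative other than leaving out a library, and in 73 combinations of a value and a library left out. The cause was not tested. Named genes were not checked under upper-quartile scaling, limma-trend or the GC and length offsets. Nor were they checked with protein-coding genes alone or with the covariate for RNAs without poly(A) tails. The interaction of Pparg, 0 in the fit of all libraries, ran from -0.03 to 0.02 over the 12 fits that left out a library, was below 0 in 8 of them (-0.03, -0.02 or -0.01), and had adjusted p values from 0.82 to 0.983. Ifnb1 and the other type I interferon genes were too low for the filter, so depth limits what can be said of them.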

Other observations

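All tests in this part were chosen after the results were seen.

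Libraries differed in the share of counts on a set of RNAs taken to lack poly(A) tails, such as Rn7sk, Rn7s1 and Rmrp, from 0.108% in TGFβ replicate 2 to 6.79% in TGFβ replicate 3. The share was 0.169%, 0.228% and 4.59% in the untreated libraries, 0.126%, 3.83% and 6.02% in the Pam3 libraries and 0.263%, 1.29% and 0.915% in the Pam3+TGFβ libraries. If this carry-over spread into protein-coding genes, many of them would follow it within groups. With the log2 share as a covariate, 1 of 12095 protein-coding genes was called for it, and 39 shuffles within groups gave at most 1, with 4 of the 40 as large. At an unadjusted p under 0.05 there were 347 genes, against a median of 383 in the shuffles. The third principal component of all tested genes (7.2% of the variance) separated the untreated, TGFβ and Pam3 libraries with shares over 3% from those under 1%. Deviations from the group mean, compared between libraries of different groups, had correlations from -0.536 to 0.463 over 2670 genes that are histone genes, not protein-coding or not matched to the annotation, and from -0.074 to 0.063 over 12079 other protein-coding genes. These values argue against a spread into many protein-coding genes, while the other tested genes may follow the carry-over. LOC118568312, which held 3.94% of the counts of TGFβ replicate 3, belongs to the set although the annotation used does not describe it, so its nature is uncertain. No biological explanation was tested.

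Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were expressed in each group, so the cultures may hold both XX and XY cells. A shift in that mix with TGFβ was tested as a source of the changes of at least 2-fold. The median log2 fold change of the 4 Y-linked genes was -0.22 in the TGFβ effect without Pam3, and Xist changed by 0.09 (adjusted p 0.687). Ddx3y, Eif2s3y and Uty were called lower (log2 fold changes of -0.19, -0.26 and -0.27, adjusted p 0.0129, 0.00179 and 0.00537), and Kdm5d was not (-0.03, adjusted p 0.81). These sizes argue against such a shift as the source of changes of 2-fold or more, while a smaller shift stays open.

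Reads were aligned without splicing, and genes with processed pseudogenes could lose junction reads to those copies. In 62 protein-coding genes with at least 100 counts on the gene and its named copies together, the copies held a median of 45.5% of the counts, and in 28 they held more counts than the parent gene. For Rps6, the copy held 83.2%. The share on copies had a Spearman rho of -0.19 (permutation p 0.13) and a Pearson r of -0.22 (permutation p 0.08) with the share of read positions inside a single exon of the parent, for an assumed read length of 150 bases, across genes, which are not independent replicates. The direction is that of the hypothesis, but it cannot be told apart from no relation with 62 genes. Levels of ribosomal protein genes, which took a median of 0.563% of counts, and of other genes with such copies are uncertain in these libraries.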
